A study of Mus musculus with 38 samples. Its data were reported in "c-Jun as a one-way valve at the naive to primed interface" (2023).

How the data were processed

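RNA libraries of 38 mouse samples in 18 groups were analysed from the gene tables of the series. Per the labels, RNA was taken up in TRIzol, made into libraries with the TruSeq RNA kit and read on a NextSeq 500, while the methods of the study name a different library kit. The authors converted base calls with bcl2fastq, aligned reads with Bowtie2 to mm10 and counted them with RSEM; versions are not given in the sources used here. A filter on mapping quality and the removal of mitochondrial reads are also described, under the heading for RNA sequencing. The deposited expected counts are RSEM's estimates per gene, not normalized. The deposited TPM values are expected counts divided by effective length and scaled to a fixed sum of transcripts. The deposited FPKM values are scaled by effective length in kilobases and by the number of fragments. Sequence reads were not used here.

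Each table held 29267 genes; 28756 of them had a symbol in GENCODE M21 and carried 99.68% of counts. No mitochondrial gene and 0 of 72 names of ribosomal protein genes of the Rpl and Rps type were in the tables, so these are not analysed here. Totals ran from 2.165 to 15.945 M per library, the 10 largest genes held 4.52% to 6.44% of counts, and 13.15% to 31.6% of detected genes had an expected count that was not whole. No library was a copy of another (chi-square per degree of freedom 4.15 to 38.85 between libraries of a group). A difference between gene length and effective length set ESC replicates 1 to 4 apart, and one alternative used ESC replicate 5 only.

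Groups and replicate numbers came from the labels, and comparisons, main test, gene lists and named genes were set before the data were examined. Expected counts were rounded and tested in edgeR 4.0.16 (R 4.3.3) with TMM scaling, filterByExpr at a minimum count of 10, and the quasi-likelihood F test. Adjusted p values are Benjamini-Hochberg over all genes tested, with a threshold of 0.05, and the number of calls of at least 2-fold is given beside. The standard error is the absolute log2 fold change over the square root of F. ESC, EpiSC, kEpiSC and kiPSC were fitted together (13 libraries, 13923 genes, 9 residual degrees of freedom, biological coefficient of variation 0.280). kEpiSC, kiPSC and days 1 to 3 with and without JNKi formed the second fit (17 libraries, 14892 genes, 9 degrees of freedom, 0.142). The 12 WT and JunKO libraries formed the third (13152 genes, 5 degrees of freedom, 0.158). Its groups of 1 library per genotype entered as primed cells with a term for the line, and most of its spread came from the day 3 groups. No main test set 1 library against 1. Leaving out a primed library does leave 1 against 1 in primed cells. Genes without a count in a group are given as a lower bound with 3 counts set over the group; with 1 to 3 counts a ratio with a 95% interval is given. Both cover counting error only.

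The 30 gene lists covered naive, primed and core pluripotency, genes the study names, the AP-1 family, AP-1 targets and immediate early genes, ERK feedback, WNT, Nodal, BMP, LIF and STAT3, aryl hydrocarbon receptor, ATF4 and p53 targets, G2/M, DNA replication, glycolysis and hypoxia, oxidative phosphorylation, cholesterol synthesis, DNA methylation machinery, germline genes sensitive to methylation, the two-cell-like state, and epithelial, mesenchymal, fibroblast, mesendoderm, neural ectoderm, trophoblast, primitive endoderm, and blood and endothelial genes. They were tested with camera in limma 3.58.1 at a correlation of 0.01, with an estimated correlation, and with fry, adjusted over the lists of a comparison. Camera's estimated correlation rests on few residual degrees of freedom.

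Genes were named by a rule: Jun, Klf4, Nanog, Esrrb, Tfcp2l1, Klf2, Zfp42, Dppa5a, Pou5f1, Sox2 and Fgf5 anywhere; from each list up to 4 called members with the largest change, and members that missed it where the count is discussed; per comparison up to 5 of the top called genes in each direction with groups that do not overlap and at least 10 CPM in the higher group, without clone-type names; and other AP-1 subunits and JNK genes. Gm6741, Fyb, the Hox family, the imprinted genes and chromosome 8 were chosen after their values were seen.

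Alternatives were RLE size factors, DESeq2 1.42.0, no filter beyond 1 count, a stricter filter at 1 CPM, limma on log2(TPM + 1), all 38 libraries in one fit, only the groups compared, each library left out, a replicate block, and ESC libraries with or without a strain label. Correlations with EpiSC used log2(FPKM + 1). Tables and figures were made in python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

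The edgeR step was tested on simulated data with up to 200 genes changed. For ESC against EpiSC (13466 genes) it called 9.0%, 58.2% and 87.9% of genes changed 1.5, 2 and 4-fold, and 0.030% of unchanged ones. For PNT day 3 (14131 genes) these were 23.9%, 61.2%, 97.0% and 0.043%, and for JNKi on day 3 (14115 genes) 19.4%, 58.2%, 93.9% and 0.050%. For JunKO in iCD1 (12652 genes) they were 17.9%, 53.7%, 86.4% and 0.056%, and in primed cells (12630 genes) 19.4%, 53.0%, 68.8% and 0.024%.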

Results

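Messenger RNA was sequenced in 38 libraries of mouse pluripotent cells and of cells on the way from the primed to the naive state. Naive cells, such as embryonic stem cells (ESC), resemble the epiblast of the blastocyst, and primed cells, such as epiblast stem cells (EpiSC), resemble the epiblast after implantation. The reference groups held 5 ESC and 4 EpiSC libraries. EpiSC carrying a Klf4 transgene (kEpiSC, n = 2) were moved into the chemically defined medium iCD1, sampled on days 1, 2 and 3 of this primed to naive transition (PNT, n = 2 a day), and compared with the induced pluripotent cells they gave (kiPSC, n = 2). A parallel series received SP600125, an inhibitor of the c-Jun N-terminal kinases (JNKi, n = 2, 3 and 2 on days 1, 2 and 3). A further 12 libraries came from wild type (WT) cells and from cells in which c-Jun had been deleted (JunKO). Their labels were read as EpiSC-like cells without the Klf4 transgene (iEpiSC, n = 1 per genotype) and with it (kiEpiSC, n = 1 per genotype). The others were kiEpiSC after 3 days in iCD1 or in iCD1 with JNKi (n = 2 per genotype and medium). The Klf4 level did not bear out the first reading: iEpiSC held 49.78 (WT) and 40.68 CPM (JunKO). The kiEpiSC libraries held 70.72 (WT) and 45.43 CPM (JunKO), and the 4 EpiSC libraries 0.94 to 2.41. Whether iEpiSC lacked the transgene is therefore uncertain. The kiEpiSC labels give no day. Both single-library pairs held primed transcripts and were used together as primed cells.

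Expected counts covered 29267 genes, and their total per library ran from 2.165 to 15.945 M (M, mega). By group the totals were 3.607 to 8.955 M in ESC, 2.165 to 2.869 in EpiSC, 15.755 to 15.945 in kEpiSC, and 5.663 to 8.964 in kiPSC. They were 7.941 to 8.456, 6.341 to 6.938 and 4.624 to 6.695 M on PNT days 1, 2 and 3. With JNKi they were 6.57 to 8.01, 7.245 to 8.177 and 3.547 to 5.414 M. The 12 WT and JunKO libraries held 2.821 to 3.724 M. Libraries differed in their effective lengths, for a reason the tables do not give: gene length exceeded effective length by 73.48 to 73.49 bases in ESC replicates 1 to 4 and by 133.05 to 192.14 bases in the other 34 libraries. The study calls its RNA-seq replicates biological, without saying here how their cultures were kept apart. The p-values measure the spread between these libraries. Errors after ± are standard errors of the log2 fold change from edgeR's quasi-likelihood fit, and calls have a Benjamini-Hochberg adjusted p under 0.05.

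Jun, which encodes c-Jun (ENSMUSG00000052684, mm10 chromosome 4, 95049034 to 95052222, minus strand), was examined first, because its deletion defines the JunKO groups. On the 3189-base transcript the first guide, GGCTGTGCGCAGAAGTTTCG, matched positions 898 to 917 of the minus strand with a GGG motif. The second, GACAAACTTGAGAACTTGAC, matched positions 2005 to 2024 of the plus strand with a TGG motif. Reads from untranslated sequence outside the deleted part still count towards Jun. The 6 JunKO libraries held 8.46 to 25.5 CPM of Jun (counts scaled to the total of the library after TMM), from 27 to 72 counts, and the 6 WT libraries held 66.8 to 416 CPM, from 206 to 1154 counts. All 12 labels therefore matched the level of the transcript. Outside these lines Jun was lowest in kiPSC (4.94 CPM) and ESC (9.75), reached 44.2 in EpiSC and 62.7 in kEpiSC, and stood at 45.3, 91.9 and 317 CPM on PNT days 1, 2 and 3.

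**Figure D1:**
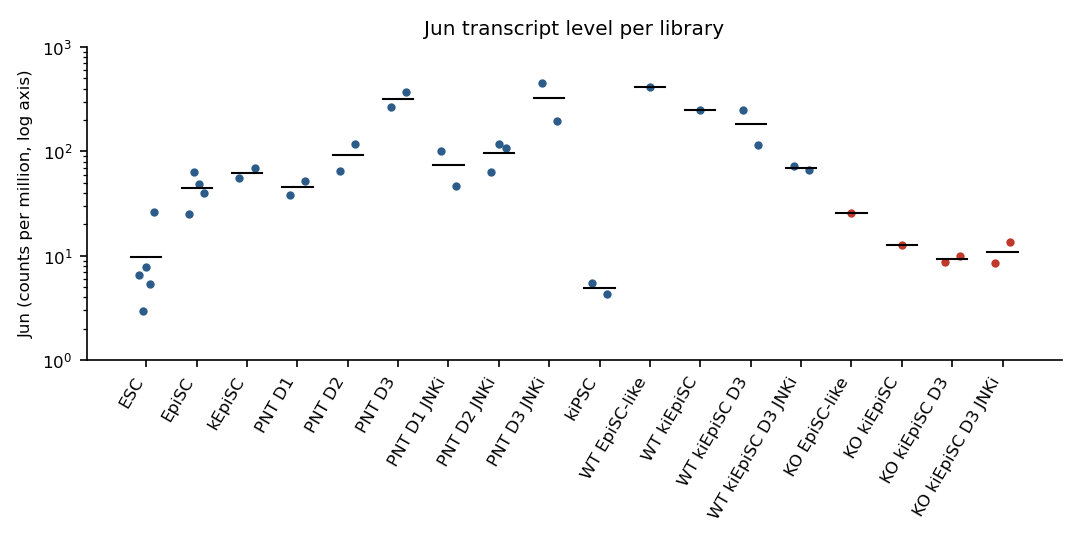
Jun in each of the 38 libraries, in CPM on a logarithmic axis; each point is a library and each bar the mean of its group, over 18 groups. The 6 JunKO libraries lie between 8.46 and 25.5 CPM, below every WT library (66.8 to 416 CPM).

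The comparison of ESC with EpiSC set the scale for naive and primed expression. Regulators of the naive network dominated ESC: Esrrb was higher by 8.28 ± 0.25 on the log2 scale (594 against 1.93 CPM), Tfcp2l1 by 7.38 ± 0.27, Zfp42 by 7.74 ± 0.64, Klf2 by 7.56 ± 0.43 and Klf4 by 7.18 ± 0.35. Dppa5a was higher by 6.57 ± 1.07, Sox2 by 3.25 ± 0.44 and Nanog by 1.80 ± 0.19 (n = 5 and 4). EpiSC replicate 1 held nearly all EpiSC reads of Zfp42 and Dppa5a (7.05 and 75.7 CPM, against 0 and at most 0.365 in the others). Without it Dppa5a stood at 13.60, on 1 count in EpiSC, and Zfp42 had no count there, so these 2 folds rest on that library. The group was also mixed by sex-linked genes, read after their values were seen: EpiSC replicate 1 had 8.93 CPM of Xist and 39.96 of the Y-linked Eif2s3y, and replicates 2 to 4 had 1697 to 2103 and at most 0.734. ESC replicate 1 had 0 CPM of Eif2s3y, and replicates 2 to 5 had 42.2 to 81.8. Dppa3, Nr0b1, Tcl1 and Prdm14 had no count in EpiSC and were at least 375, 302, 269 and 213-fold higher in ESC. Fgf5, the classical marker of the primed epiblast, was at least 1219-fold lower, the Nodal antagonist Cer1 at least 97.1-fold lower, and Fgf8 and Car14 had log2 fold changes of -8.22 ± 0.75 and -7.75 ± 0.49. Pou5f1, which encodes Oct4 and is shared by both states, did not pass the test (-0.21 ± 0.14, 1099 against 1271 CPM, adjusted p = 0.243 in edgeR). Such bounds, here and elsewhere, set 3 counts over the group at 0 and cover counting error only.

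In all, 7092 of 13923 genes were called, 3773 higher and 3319 lower in ESC, and 4508 changed by at least 2-fold. Of 26 naive genes 25 rose (median 6.61) and of 27 primed genes 26 fell (median -3.28), with the same counts adjusted over the list alone. Among 16 genes of the ERK feedback list 12 fell, led by Dusp6 (-5.55 ± 0.44), Dusp4 (-4.58), Spry4 (-4.52) and Il17rd (-2.66), and 1 rose. Of 13 targets of LIF and STAT3, 9 rose and 1 fell, led by Tbx3 with a ratio of 892 (95% counting interval 247 to 7368). Adjusted over the list alone, these counts were again 12 and 1, and 9 and 1. Per the paper, ESC were grown with LIF and an inhibitor of the ERK pathway, and EpiSC with bFGF and Activin A. The changes in the ERK feedback and the LIF and STAT3 lists can therefore come from the media. Medium and cell state were not separated here. All 12 measured germline genes that DNA methylation silences rose, also adjusted over the list alone (median 7.02, or 4.50 with genes at their bound). They included Dazl (at least 386-fold), Hormad1 (at least 128-fold), Tex11 (at least 24.3-fold) and Tuba3a, with a ratio of 385 (131.5 to 1866). Of 17 cholesterol synthesis genes 15 fell, also over the list alone, with Cyp51 at -1.51 and Lss at -1.43. The AP-1 family had 7 of 13 members fall, with the same count adjusted over the list alone, among them Jun (-2.11 ± 0.48), Atf3 (-3.64), Fosl2 (-2.18 ± 0.72) and Maff (-2.04). Outside the lists the largest gaps included Aqp3 (at least 447-fold higher), Arl14epl (at least 414.5-fold) and Ooep (at least 355-fold). Below stood Enpp2 (at least 841-fold lower), Cysltr1 (at least 140-fold lower) and Fndc3c1 (-9.51 ± 0.45). The set test camera called the naive, primed, ERK feedback, and LIF and STAT3 lists, and these held with an estimated correlation (adjusted p = 2.66e-04, 2.66e-04, 0.0121 and 0.0289). The call for the 15 genes the study names also held (0.00170; 12 rose and 1 fell, or 12 and 2 over the list alone), which is not independent evidence because the study chose them on these samples. The germline and cholesterol calls did not hold (adjusted p = 0.151 and 0.447 with an estimated correlation). With ESC replicate 5 alone, the ESC library with effective lengths nearest to those of EpiSC (length minus effective length of 176.32 bases, against 189.09 to 192.14), 4957 genes were called. In that fit Jun stood at -0.75 (adjusted p = 0.183; 1.60e-05 to 0.183 over the alternatives), Cer1 lost its call (adjusted p = 0.0888; 6.69e-05 to 0.0888), and so did Fosl2 (-0.41, adjusted p = 0.620; 2.52e-05 to 0.620). The call of Fosl2 was also lost without EpiSC replicate 3 (adjusted p = 0.0601) and with the ESC libraries without a strain label only (adjusted p = 0.0934).

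The starting cells of the transition differed from EpiSC mainly by their transgene. Klf4 was higher in kEpiSC by 5.62 ± 0.38 (83.8 against 1.64 CPM, n = 2 and 4), and 3 other naive genes rose. These were Fgf4 (2.16 ± 0.34), Tet2 (1.57 ± 0.35) and Esrrb (1.55 ± 0.32), and none of the 26 fell. Of 13 targets of Nodal 3 fell, Nodal itself (-1.80 ± 0.35), Pmepa1 (-1.79 ± 0.28) and Smad7 (-1.31 ± 0.22), and of 18 G2/M genes 1 rose, Aurkb (0.75 ± 0.17). Nanog (-1.01 ± 0.24, adjusted p = 0.0655), Pou5f1 (0.16 ± 0.19), Sox2 (0.79 ± 0.50), Fgf5 (-1.03 ± 0.42) and Jun (0.45 ± 0.58) did not pass the test. Large changes were also seen in Gpr37 (6.34 ± 0.56), Trim12a (5.46 ± 0.61) and the Y-linked Kdm5d (5.45 ± 0.61). The lower ones were Xist, the transcript of the inactive X chromosome (-10.37 ± 1.82, 1.06 against 1426 CPM), Nefm (-4.78 ± 0.61), Rsc1a1 (-4.03 ± 0.86), Rtl8b (-3.97 ± 0.76) and Zfp775 (-3.72 ± 0.47).

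The test called 176 genes, 131 higher and 45 lower (154 at 2-fold or more). The share of calls that were higher was 74.4%, against 53.4% of 599 genes in DESeq2 and 63.0% of 1094 with all 38 libraries in the fit. Nanog was called by DESeq2 (adjusted p = 0.00270; 0.00270 to 0.763 over the alternatives) and limma (0.0330). Adjusted over the list alone, 6 naive genes rose and 1 fell, 4 Nodal targets fell and 6 G2/M genes rose. Camera called all 3 lists, and none held (adjusted p = 0.347, 0.236 and 0.236 with an estimated correlation). The calls were 333, 90 and 90 without EpiSC replicates 1, 2 and 4, and 46 and 37 without kEpiSC replicates 1 and 2. Klf4, Gpr37, Trim12a, Kdm5d, Nefm and Zfp775 were called whichever library was left out. Esrrb was lost without EpiSC replicates 2, 3 and 4 (adjusted p = 0.0995, 0.0587 and 0.101) and kEpiSC replicates 1 and 2 (0.0684 and 0.373; 0.00823 to 0.373 over the alternatives), and Xist without kEpiSC replicates 1 and 2 (0.197 and 0.265; 2.55e-13 to 0.265). Both also missed the threshold in limma (0.256 and 0.0953) and with only the groups compared (0.112 and 0.0695), and Esrrb with all 38 libraries in the fit (0.157). Fgf4, Pmepa1 and Smad7 lost their calls without kEpiSC replicate 2, and Tet2 and Rsc1a1 without that one, kEpiSC replicate 1 and EpiSC replicates 2 and 3. Nodal lost its call without either kEpiSC replicate and EpiSC replicate 2, and Rtl8b without either kEpiSC replicate and EpiSC replicate 4. Aurkb was lost without either kEpiSC replicate and EpiSC replicates 1, 2 and 4, and Rsc1a1 also without EpiSC replicate 4.

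At the other end, kiPSC were compared with ESC to ask how far the reprogrammed cells differ from the reference naive cells, whose replicate 1 lacked the Y-linked reads of the others. Nanog (-0.06 ± 0.22), Klf4 (0.16 ± 0.26), Esrrb (0.11 ± 0.19), Pou5f1 (0.01 ± 0.18) and Jun (-1.06 ± 0.66) did not pass the test (n = 2 and 5), and of the 26 naive genes 0 were called, also adjusted over the list alone (median -0.01). The 20 called genes, 13 higher and 7 lower, had Trim12a (2.97 ± 0.45), Rab33b (2.19 ± 0.33), Ppip5k1 (2.12 ± 0.21) and Trpm2 (1.99 ± 0.29) among the higher ones. Khdrbs2 (-2.05 ± 0.29), Snhg14 (-1.11 ± 0.16), Cd24a (-1.04 ± 0.18), Psat1 (-0.79 ± 0.13) and Ndfip2 (-0.66 ± 0.12) were among the lower ones. Of 17 ATF4 targets, which serve amino acid supply under stress, Psat1 alone was called, and 3 fell adjusted over the list alone. Camera called the list, which did not hold (adjusted p = 0.916 with an estimated correlation). Without ESC replicates 1, 2, 4 and 5 the calls were 11, 10, 13 and 57, and without kiPSC replicates 1 and 2 they were 5 and 12. Ppip5k1 was called in each of these fits. Cd24a, Ndfip2, Psat1, Rab33b and Trim12a lost their calls without ESC replicate 1, 2 or 4, and all of the named genes but Ppip5k1 did without kiPSC replicate 1. Cd24a, Khdrbs2, Ndfip2, Psat1, Rab33b and Snhg14 were lost without kiPSC replicate 2, and Cd24a and Ndfip2 without ESC replicate 3. DESeq2 called 77 genes, 37.7% of them higher against 65.0% here (50.0% in limma and 44.3% of 88 genes with all 38 libraries). The groups compared alone gave 5, the ESC libraries without a strain label 5, and ESC replicate 5 alone 4, where Ppip5k1 lost its call.

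From kEpiSC to kiPSC, the full distance of the transition, 25 of 26 naive genes rose (median 5.72) and 25 of 27 primed genes fell while 1 rose (median -3.88), with the same counts adjusted over the list alone. Tbx3, Tcl1, Nr0b1 and Prdm14 were at least 2218, 917, 756 and 688.5-fold higher in kiPSC. Dppa5a rose by 10.32 ± 0.40, Zfp42 by 7.87 ± 0.46, Esrrb by 6.81 ± 0.51, Tfcp2l1 by 6.70 ± 0.38 and Klf2 by 6.27 ± 0.38. Nanog rose by 2.72 ± 0.46, Sox2 by 2.52 ± 0.28 and Klf4 by 1.69 ± 0.16 (n = 2 and 2). Fgf5 was lower with a ratio of 1278 (229 to 5.05e+04), Car14 with a ratio of 1500 (269 to 5.93e+04), Cer1 at least 107-fold, and T, the Brachyury gene of the primitive streak, had a log2 fold change of -5.94 ± 0.32. Jun had a log2 fold change of -3.64 ± 0.53 (4.94 against 62.7 CPM), and Pou5f1 did not pass the test (-0.39 ± 0.23, adjusted p = 0.163 in edgeR). Of the other top genes, Dpp4, Triml2 and Cdyl2 were at least 1022, 916.5 and 836-fold higher, and Enpp2, Chst1 and Klhl4 at least 767, 362 and 346-fold lower.

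The AP-1 family had 8 of 14 members fall, including Atf3 (-4.88 ± 0.56), Maff (-4.31 ± 0.40) and Batf3 (at least 3.35-fold). In addition 13 of 16 ERK feedback genes fell, with Dusp4 at -7.49 ± 0.32, Dusp6 at -5.57 ± 0.33 and Spry4 at -5.23 ± 0.45. An effect of the medium was not separated here either. Of 18 genes of glycolysis and the hypoxia response 17 fell and 1 rose, with Slc16a3, a lactate exporter, at -4.11 and Egln3 at -3.96. Germline genes rose in 10 of 11 cases (median 7.64, or 6.41 with genes at their bound), with Dazl at least 595-fold and Hormad1 at least 278-fold higher. Also 4 of 5 genes of the two-cell-like state rose, with Zscan4f, Zscan4c and Zscan4d at least 251, 139.5 and 59.3-fold higher. A total of 8559 of 14892 genes were called, 4206 higher and 4353 lower (5231 at 2-fold or more). Of the camera calls, the primed list held with an estimated correlation (adjusted p = 0.00649), and the naive (0.0570), ERK feedback (0.0570), AP-1 (0.469) and glycolysis and hypoxia lists (0.129) did not (each an adjusted p with an estimated correlation). The calls for germline and two-cell-like genes did not hold either (adjusted p = 0.0570 and 0.0524 with an estimated correlation). Adjusted over the list alone, the counts were again 8 AP-1, 13 ERK feedback and 17 glycolysis and hypoxia genes lower and 10 germline genes higher, and 5 two-cell-like genes were higher.

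During the transition itself the bulk profile did not move straight towards kiPSC. Genes restricted to kiPSC reached only 1.51% and 1.07% of their kiPSC level in PNT day 3 replicates 1 and 2. The paper calls the transition inefficient, so the bulk values may mostly describe cells that did not convert. The path of converting cells cannot be read from them. Pou5f1 fell steadily, by log2 fold changes of -1.53 ± 0.24, -3.64 ± 0.26 and -6.00 ± 0.30 on days 1, 2 and 3 against kEpiSC, from 1476 CPM to 512, 118 and 22.7 (n = 2 a day). Nanog fell by log2 fold changes of -3.44 ± 0.53, -3.83 ± 0.56 and -4.42 ± 0.60. The primed list was split on day 1, with 10 of 27 genes higher and 11 lower (median -0.11). Among those that fell, Fgf5 was lower by -6.13 ± 0.62 on day 1 and at least 317 and 288-fold on days 2 and 3. Otx2 stood at -6.39, -6.78 and -8.20, Utf1 at -5.73, -7.83 and -8.47, and the Nodal co-receptor gene Tdgf1 at -6.41, -8.43 and -8.88. Naive genes answered unevenly: Klf2 rose by 1.94 ± 0.37, 1.99 ± 0.38 and 2.26 ± 0.37, Dppa3 was at least 20.6, 125 and 60.04-fold higher, and Dppa5a rose by 3.02 ± 0.47 on day 3. Esrrb (0.36 ± 0.58), Zfp42 (0.62 ± 0.67) and Tfcp2l1 (0.38 ± 0.39) did not pass the test on day 3. In the AP-1 family, Fos rose by 5.89 ± 0.59, 5.71 ± 0.58 and 6.73 ± 0.60 and Fosb by 7.89 ± 1.02, 8.52 ± 1.01 and 10.55 ± 0.99. Jun passed the test on day 3 only (2.34 ± 0.41, against -0.47 ± 0.41 and 0.55 ± 0.40 before), a difference between days that was not itself tested.

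Genes outside the pluripotency network made up the largest gains. Targets of WNT signalling, a pathway that patterns the primitive streak, rose in 13, 11 and 11 of 15 cases on days 1, 2 and 3 and fell in 1, 2 and 1 (medians 3.02, 2.15 and 1.46). Cdx2 stood at 10.43 ± 0.53 and 7.82 ± 0.56 on days 1 and 3. Over the 3 days Notum stood at 7.89, 8.29 and 8.86, Sp5 at 5.44, 4.63 and 3.64, and Cdx1 had ratios of 2985 (825.5 to 2.46e+04), 3006 (831 to 2.48e+04) and 1351 (373 to 1.12e+04). Adjusted over the list alone, 13, 11 and 12 rose. Among mesodermal genes Evx1 stood at 9.78 ± 0.32, 7.63 ± 0.34 and 5.41 ± 0.40 and Msgn1 at ratios of 1976 (354 to 7.81e+04), 660 (117.5 to 2.62e+04) and 79.8 (13.3 to 3249). Hox genes of the posterior body axis were a family chosen after its values were seen. They were higher in 31, 29 and 30 of 34 cases with 0 lower on any day. The medians of the fitted values were 7.55, 9.62 and 9.42. Genes without a count in kEpiSC, such as Hoxa3, were not set at their bound in these medians. Hoxa3, Hoxb4 and Hoxc4 were at least 562, 526 and 783-fold higher on day 3. Hox genes were also higher in kiPSC than in kEpiSC (24 of 34, 0 lower, fitted median 4.41) and in ESC than in EpiSC (13 of 15, 1 lower, fitted median 4.43). The homeobox genes Uncx and Pax3 were at least 873 and 308-fold higher on day 3, and Dlx5 at least 87.9-fold. Of 13 mesenchymal genes 7, 8 and 11 rose and 1, 2 and 1 fell, among them Snai1 (3.83, 3.95 and 2.10), Zeb2 (3.34, 3.85 and 2.68) and Cdh2 (2.68, 2.88 and 2.76). Cdh1 was at -2.02 ± 0.18 and -2.54 ± 0.19 on days 2 and 3 and Epcam at -2.72 and -2.52. BMP targets rose in 6, 9 and 8 of 11 cases and fell in 2, 1 and 0, with Msx1 at 6.44, 7.89 and 8.16. The antisense genes Hoxaas3, Evx1os and Notumos also ranked at the top, but the counting is not stated to use strand, so their reads cannot be separated from those of their neighbours.

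Most genes of the glycolysis and hypoxia, ATF4, G2/M and Nodal lists fell. Oxidative phosphorylation and DNA replication genes, counted below, fell less widely. All 18 genes of glycolysis and the hypoxia response fell on each day (medians -2.34, -1.89 and -2.29), with Slc16a3 at -5.23, -1.63 and -2.64, Bnip3 at -4.35, -2.92 and -3.52, Ero1l at -4.00, -3.98 and -3.65 and Egln3 at -2.82, -4.66 and -3.89. Of 17 ATF4 targets 13, 15 and 13 fell (1 rose on day 3), with Trib3 at -5.48, -6.13 and -5.83, Chac1 at -5.09, -6.33 and -5.39 and the amino acid transporter gene Slc7a3 at -5.01, -6.37 and -6.00. G2/M genes fell in 15, 15 and 16 of 18 cases by smaller amounts, with Aurkb at -1.22, -1.22 and -1.62 and Cdc20 at -0.70, -1.06 and -1.64. Nodal targets fell in 9, 9 and 11 of 13, with Eomes at -2.94, -5.45 and -6.87. Adjusted over the list alone on day 3, 18 glycolysis and hypoxia genes, 13 ATF4 targets, 17 G2/M genes and 11 Nodal targets fell, and 11 mesenchymal genes and 8 BMP targets rose. Tests of the lists with camera called WNT targets on all 3 days, and these calls held (adjusted p = 0.00143, 0.00636 and 0.0163 with an estimated correlation). On day 3 the calls for glycolysis and hypoxia, ATF4, G2/M, Nodal, BMP and mesenchymal genes did not hold (adjusted p = 0.0581, 0.185, 0.0839, 0.156, 0.151 and 0.151 with an estimated correlation).

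The remaining lists on day 3 were as follows, each with the count adjusted over the list alone in second place. Naive genes rose in 12 and 13 of 26 cases and fell in 7 and 7, primed genes rose in 7 and 10 of 27 and fell in 13 and 13, and core pluripotency genes rose in 1 and 1 of 12 and fell in 9 and 9. The list of 15 genes the study names, chosen by the study on these samples and therefore no independent evidence of direction, rose in 3 and 3 cases and fell in 7 and 7. AP-1 genes rose in 6 and 6 of 14 and fell in 2 and 2, and AP-1 targets and immediate early genes rose in 10 and 10 of 25 and fell in 6 and 7. ERK feedback genes rose in 3 and 3 of 16 and fell in 8 and 8, and LIF and STAT3 targets rose in 7 and 7 of 13 and fell in 4 and 4. Aryl hydrocarbon receptor targets rose in 3 and 3 of 4 cases and p53 targets in 2 and 2 of 16, with 4 and 4 falling. DNA replication genes fell in 9 and 9 of 18 and rose in 1 and 1, oxidative phosphorylation genes fell in 7 and 7 of 18, and cholesterol synthesis genes in 16 and 16 of 17. The DNA methylation machinery rose in 3 and 3 of 9 and fell in 3 and 3. Germline genes fell in 1 and 0 of 11 cases, genes of the two-cell-like state in 1 and 1 of 5, and epithelial genes in 8 and 8 of 15, with 3 and 3 rising. Of markers of other cell types, fibroblast genes rose in 9 and 9 of 16, mesendoderm genes in 5 and 6 of 15 with 4 and 4 falling, and neural ectoderm genes in 5 and 5 of 12 with 4 and 4 falling. Trophoblast genes rose in 9 and 9 of 12 with 1 and 1 falling, primitive endoderm genes in 4 and 4 of 11 with 1 and 1 falling, and blood and endothelial genes in 4 and 4 of 5. Camera called the primed, core, DNA replication, cholesterol, epithelial, fibroblast and trophoblast lists, and none held (adjusted p = 0.156, 0.156, 0.485, 0.360, 0.562, 0.174 and 0.0581 with an estimated correlation).

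The called genes numbered 6893 on day 1 (3459 higher, 3434 lower), 7354 on day 2 (3591 and 3763) and 7531 on day 3 (3746 and 3785), and 3667, 4151 and 4187 of them changed by at least 2-fold. On day 3 limma on log2(TPM + 1) moved the median of all genes to 0.18, with 64.8% of its calls higher against 49.7% in edgeR. Small changes rested on single libraries. Klf4 (0.65 ± 0.16 on day 1) missed the threshold without kEpiSC replicate 1 (adjusted p = 0.0642) or with all 38 libraries in the fit (0.0646; 3.07e-05 to 0.0646 over the alternatives). Sox2 missed it on day 1 (0.87 ± 0.27) without kEpiSC replicate 2 (0.107) or PNT day 1 replicate 2 (0.173; 1.14e-08 to 0.173), and on day 3 (-0.94 ± 0.28) without kEpiSC replicate 1 (0.0786) or PNT day 3 replicate 1 (0.102; 5.98e-10 to 0.102). On day 2, Esrrb (1.35 ± 0.52) missed it without kEpiSC replicates 1 and 2 (0.173 and 0.0698) and PNT day 2 replicates 1 and 2 (0.189 and 0.0705; 2.49e-10 to 0.189). Zfp42 (1.58 ± 0.57) missed it without kEpiSC replicate 1 (0.175) and PNT day 2 replicate 2 (0.339; 1.10e-05 to 0.339), and Dppa5a (1.51 ± 0.58) without each of the 4 libraries in the same order (0.132, 0.0763, 0.0800 and 0.192; 5.21e-05 to 0.445). All 38 libraries in one fit also ended the calls of Sox2 on days 1 and 3 (0.110 and 0.0952), of Zfp42 and Dppa5a on day 2 (0.0945 and 0.445) and of Dppa5a on day 3 (0.0582), and limma that of Sox2 on day 3 (0.0546).

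**Figure D2:**
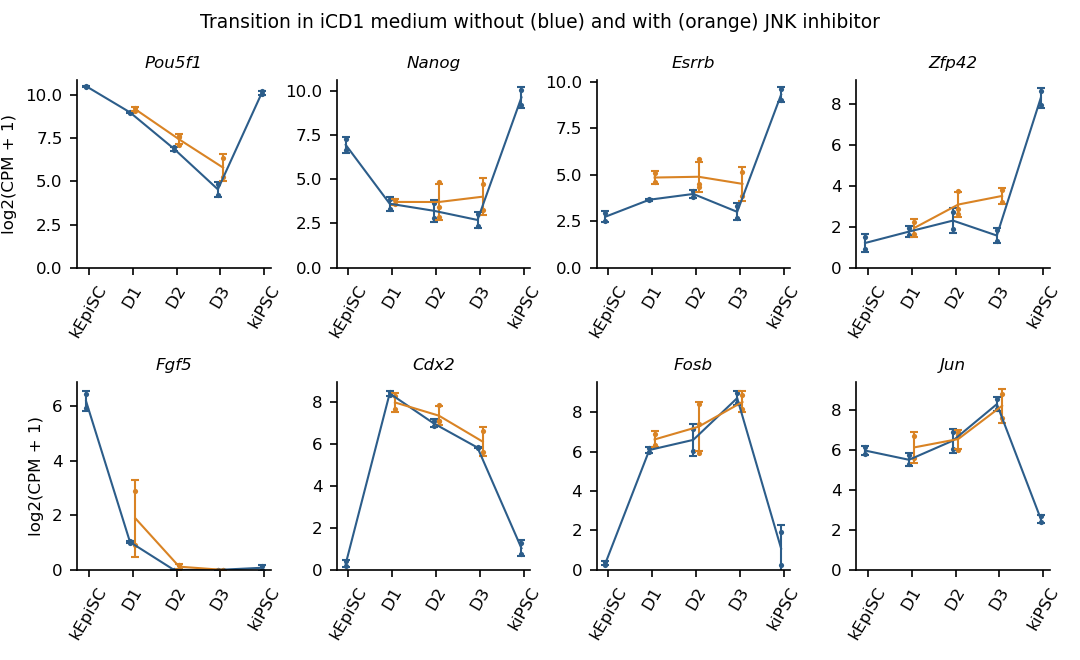
Expression of Pou5f1, Nanog, Esrrb, Zfp42, Fgf5, Cdx2, Fosb and Jun as log2(CPM + 1) in kEpiSC, on days 1 to 3 in iCD1 and in kiPSC; points are libraries, lines join group means with error bars of 1 SD, blue is iCD1 and orange iCD1 with JNKi. Pou5f1 declined from 1476 to 22.7 CPM in iCD1 by day 3, where the JNKi libraries averaged 58.3 CPM.

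The JNK inhibitor was added to test whether kinase activity upstream of c-Jun limits the transition. With JNKi on day 3, Pou5f1 was at 1.30 ± 0.28 (58.3 against 22.7 CPM), Zfp42 at 2.28 ± 0.57 and Esrrb at 1.63 ± 0.56. Dppa5a was at 1.60 ± 0.35, Nanog at 1.48 ± 0.71 and Tfcp2l1 at 1.12 ± 0.39. All of these had an adjusted p of 1 in edgeR (n = 2 and 2). JNKi day 3 replicate 3 held more than replicate 2 of Nanog (26.04 against 8.66 CPM), Esrrb (34.72 against 13.43) and Dppa5a (42.04 against 16.79). The same held for Pou5f1 (79.75 against 37.12 CPM) and Zfp42 (12.75 against 8.31). The iCD1 libraries held 7.17 and 4.14 CPM of Nanog, 9.04 and 5.38 of Esrrb and 10.76 and 7.45 of Dppa5a. Klf4 (0.10 ± 0.16) and Jun (0.03 ± 0.39) were at similar mean levels with and without the inhibitor on day 3. Neither they nor Fosb (-0.16 ± 0.53) passed the test. The edgeR test called 0 genes on day 1, 1 on day 2 and 0 on day 3, with 271, 430 and 498 genes at an unadjusted p under 0.05. DESeq2 called 0, 1 and 3, and limma 0, 2 and 0. Among those DESeq2 called on day 3 were Pou5f1 (1.34, adjusted p = 0.00349) and Dppa5a (1.66, adjusted p = 0.0138). The gene on day 2 was Gm6741 (2.83 ± 0.39), which lies outside the rule for named genes and was chosen after its values were seen. 0 genes were called there with any of the 5 libraries left out, with all 38 libraries in the fit or with only the groups compared.

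The result on day 3 turned on the filter for low counts: without it 65 genes were called, among them Pou5f1, Nanog, Esrrb, Zfp42, Dppa5a and Tfcp2l1 (54 and 83 on days 1 and 2). The cause was not tested. The adjusted p of Pou5f1 ran from 7.22e-16 to 1 and that of Dppa5a from 1.01e-13 to 1 over the alternatives. Leaving out JNKi day 3 replicate 2 gave 3 genes, including Pou5f1 (1.78) and Dppa5a (2.17, both with an adjusted p of 0.0138), and leaving out JNKi day 1 replicate 2 gave 1 gene on day 1. Over the lists, 0 naive genes passed over all genes on day 3 and 3 of 26 rose adjusted over the list alone (median 1.05). The same held for 4 of 18 glycolysis and hypoxia genes (median 0.34) and 4 of the 15 genes the study names, which it chose on these samples (median 0.31). Camera called these 3 lists, and none held (adjusted p = 0.147, 0.153 and 0.147 with an estimated correlation). On day 1 Nodal targets had a median of 0.65 and on day 2 naive genes one of 0.60, with 0 members called over all genes or over the list alone, and both camera calls were lost (adjusted p = 0.695 and 0.293 with an estimated correlation). The change of the JNKi effect from day 1 to day 3 was called for 0 genes in edgeR (339 at an unadjusted p under 0.05), 1 in DESeq2 and 40 without the filter.

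Loss of c-Jun was examined after 3 days in iCD1, where c-Jun is thought to hold cells back from the naive state. Jun itself was lower in JunKO cells (-4.26 ± 0.37, 9.36 against 180 CPM, n = 2 and 2). Naive genes stood higher: 9 of 25 rose and 0 fell, among them Gdf3 (3.72 ± 0.74), Fgf4 (3.65 ± 0.79), Nr5a2 (3.56 ± 0.77), Zfp42 (3.22 ± 0.51), Esrrb (2.73 ± 0.52, 74.6 against 11.1 CPM). Others were Dppa5a (2.66 ± 0.55), Nanog (2.53 ± 0.46, 68.7 against 11.8 CPM) and Klf2 (1.88 ± 0.28). In the core list 4 of 12 rose, Tdgf1 (4.16 ± 0.56), Utf1 (2.93 ± 0.51), Dppa4 (2.17 ± 0.45) and Sox2 (1.10 ± 0.13, 205 against 95.5 CPM). Pou5f1 (2.27 ± 0.54, 154 against 31.7 CPM, adjusted p = 0.0727), Tfcp2l1 (1.87 ± 0.48, adjusted p = 0.0902) and Klf4 (-0.25 ± 0.26, adjusted p = 0.789) did not pass the test.

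Other genes at the top were Trh (4.53 ± 0.75), the endothelial cadherin gene Cdh5 (4.43 ± 0.87), Gpa33 (3.77 ± 0.61) and Mt2 (3.74 ± 0.65). Lower in JunKO cells were the imprinted growth regulators Cdkn1c (at least 46.3-fold) and Phlda2 (-3.13 ± 0.45), with Cpm (-3.07 ± 0.48) and En2 (-3.01 ± 0.50). The epithelial genes Ap1m2 (3.29 ± 0.46) and Cdh1 (1.78 ± 0.38) rose, as 2 of 15 in that list. Of the AP-1 family only Jun was called. Junb (-0.41 ± 0.18), Jund (-0.09 ± 0.24), Fos (-0.94 ± 0.36), Fosb (-0.94 ± 0.68), Fosl2 (-0.93 ± 0.47) and Atf3 (-0.80 ± 0.45) were not. Adjusted over the list alone, 18 naive genes, 8 core genes and 2 epithelial genes rose and Jun fell. Of the 15 genes the study names, 7 rose over all genes and 10 over the list alone, which is not independent evidence because the study chose them on these samples. Camera called all 5 lists, and none held (adjusted p = 0.169 for the naive, core, AP-1 and study lists and 0.643 for the epithelial list, with an estimated correlation).

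The test called 206 of 13152 genes, 177 higher and 29 lower (121 at 2-fold or more), against 822 without the filter, 125 in limma and 105 with only the groups compared. Without JunKO replicate 2 there were 46 calls, and without WT replicates 1 and 2 there were 5 and 18. Jun and Cdkn1c kept their calls with each library left out. Of 23 genes named here as called, 1 (En2) lost its call without JunKO replicate 1, 16 without JunKO replicate 2, 21 without WT replicate 1 and 18 without WT replicate 2. Nanog, for example, was at 1.92 and 1.86 without JunKO replicate 2 and WT replicate 1 (adjusted p = 0.123 and 0.216; 3.11e-31 to 0.216 over the alternatives), and its adjusted p with only the groups compared was 0.0698. Sox2 missed the threshold without WT replicate 1 (adjusted p = 0.141; 1.59e-09 to 0.343), and Pou5f1 passed it without JunKO replicate 1 (2.82, adjusted p = 0.0251; 1.06e-42 to 0.403).

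Chromosome 8, which was singled out after its values were seen, moved as a whole with the JunKO genotype. The median log2 fold change of its 710 tested genes was 0.52 in primed cells (bootstrap interval over genes 0.50 to 0.54), 0.52 in iCD1 (0.50 to 0.54) and 0.53 with JNKi (0.50 to 0.56), or 1.43 to 1.44-fold, while the medians of the other autosomes lay between -0.06 and 0.04. On chromosome 8, 90.7%, 89.7% and 91.7% of genes were above 0, and it held 17 of 44, 99 of 206 and 46 of 123 called genes. Klf2, Zfp42, Cdh1, Cdh5, Mt2, Cdyl2, Sfrp1, Junb, Jund and Tsnax lie on this chromosome, so their JunKO fold changes include the shift. Each JunKO library showed it (medians of 0.49 to 0.54 against EpiSC or WT libraries). Differences on other chromosomes, such as those of Nanog, Esrrb, Tdgf1 and Zeb1, cannot be separated from effects of this shift or of the line. The number of knockout clones is not stated, so the spread between clones is unknown. With chromosome 8 left out, 50 genes were called in iCD1 (34 higher, 16 lower), 31 with JNKi (13 and 18) and 19 in primed cells (7 and 12), and in iCD1, among genes on other chromosomes, Gdf3, Fgf4, Nr5a2, Esrrb, Dppa5a and Dppa4 lost their calls. Their fold changes stayed the same (Gdf3 3.72, adjusted p = 0.0643, and Esrrb 2.73, adjusted p = 0.0555), since leaving out genes with small p values changes the adjustment. The naive list off chromosome 8 had a median of 1.87 in iCD1, and 5 of the 15 genes the study names lie on chromosome 8 (median of the others 1.13).

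**Figure D3:**
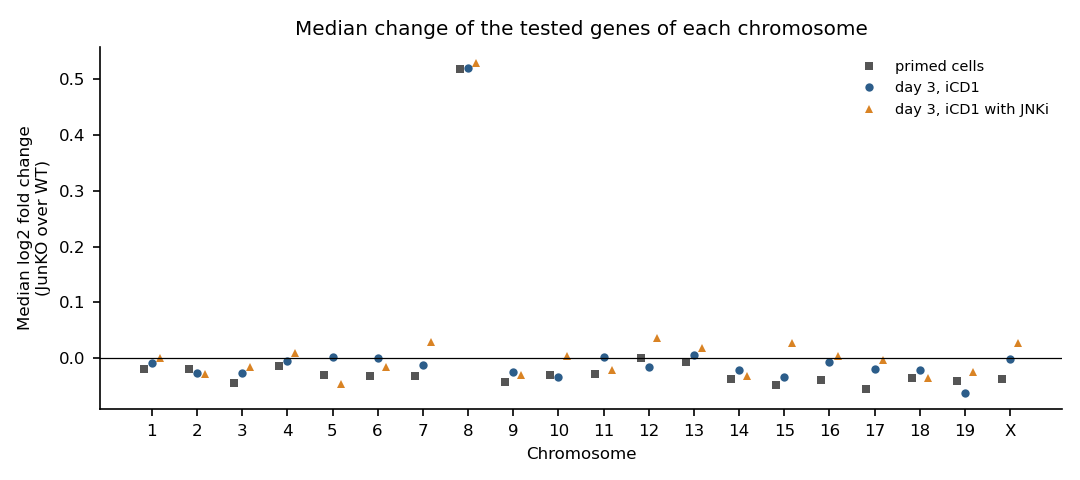
Median log2 fold change of JunKO against WT over the tested genes of each chromosome, in primed cells, in iCD1 on day 3 and with JNKi on day 3. Chromosome 8 stands at 0.52, 0.52 and 0.53, and the other autosomes between -0.06 and 0.04.

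With JNKi present in both genotypes, Jun was again lower in JunKO cells (-2.65 ± 0.36, 11.02 against 69.1 CPM, n = 2 and 2). The endoderm factor gene Sox17 (3.98 ± 0.81), Gpm6b (3.76 ± 0.75), Cdyl2 (3.30 ± 0.39), Asb4 (3.22 ± 0.64), the secreted WNT antagonist gene Sfrp1 (3.17 ± 0.59), Tdgf1 (2.09 ± 0.33), Krt8 (1.87 ± 0.35) and Cdh1 (1.73 ± 0.35) rose. Cdkn1c (-4.76 ± 0.48), Uncx (-3.66 ± 0.64), Serpinb1a (-3.62 ± 0.48), En2 (-3.18 ± 0.51) and Phlda2 (-2.91 ± 0.48) were lower. Of the 25 naive genes 0 were called, also adjusted over the list alone (median 0.81; camera's call was lost, adjusted p = 0.579 with an estimated correlation). Nanog (0.93 ± 0.36, adjusted p = 0.241), Esrrb (0.81 ± 0.42), Zfp42 (0.85 ± 0.39), Pou5f1 (1.00 ± 0.47) and Sox2 (0.38 ± 0.13) did not pass the test. Genes restricted to kEpiSC had a median of 1.79 (100.0% above 0) and genes restricted to PNT day 3 one of -1.08, and JunKO JNKi replicate 2 held the former at 30.1% of their kEpiSC level, against 6.60% in replicate 1. Epithelial genes rose in 2 of 15 cases and in 9 adjusted over the list alone (median 1.29; camera's call was lost, adjusted p = 0.564 with an estimated correlation). In all 123 genes were called, 85 higher and 38 lower (69.1% higher, against 82.3% with all 38 libraries). Of these, 42 higher and 13 lower ones were also called in iCD1 (off chromosome 8, 13 and 12). The 1.14 and 0.0838 expected by chance assume independent lists. The comparisons share no library, but they share the fit and set the same kinds of cells against each other. Any fixed difference between the JunKO and WT lines recurs in both, so the overlap is not independent evidence of an effect of c-Jun. The other counts were 1138 without the filter, 191 in DESeq2, 42 in limma and 0 with only the groups compared. Without JunKO replicate 1 there were 911 calls, and without WT replicate 1 or 2 there were 0. All 14 genes named here as called therefore rested on each WT library. Jun had an adjusted p of 0.154 and 0.0991, and of 0.0576 with all 38 libraries and 0.0700 with only the groups compared (1.16e-32 to 0.154 over the alternatives). Without JunKO replicate 2, where 89 genes were called, Asb4, Cdh1, En2, Gpm6b, Krt8, Sox17 and Uncx lost their calls.

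In WT kiEpiSC the inhibitor alone was set against iCD1 on day 3. Nanog rose by 2.60 ± 0.45 (71.8 against 11.8 CPM), Zfp42 by 3.05 ± 0.51, Klf2 by 1.67 ± 0.28, Tdgf1 by 3.72 ± 0.58, Utf1 by 3.21 ± 0.50 and Sox2 by 0.97 ± 0.13 (n = 2 and 2). Dnmt3l, the cofactor of the de novo DNA methyltransferases, was at least 23.9-fold higher, Mt2 rose by 4.16 ± 0.63, Ephx2 by 3.54 ± 0.55 and Ap1m2 by 2.60 ± 0.48. In the primed list Zic2 (1.55 ± 0.19) rose. Genes restricted to kEpiSC had a median of 1.06 (84.0% above 0), with 0 called. The lower genes were Ret (-2.32 ± 0.42), Nr2f1 (-1.94 ± 0.28), Lipg (-1.87 ± 0.33), Zfp341 (-1.77 ± 0.31), the BMP targets Id2 (-1.58 ± 0.26) and Id3 (-1.29 ± 0.20), and Stard4 (-1.10 ± 0.19). Esrrb (2.70 ± 0.52, adjusted p = 0.0561; 2.21e-26 to 0.397 over the alternatives), Pou5f1 (2.44 ± 0.54, adjusted p = 0.0843), Jun (-1.38 ± 0.29, 69.1 against 180 CPM, adjusted p = 0.0779) and Klf4 (0.43 ± 0.26, adjusted p = 0.499) did not pass the test. Of 25 naive genes 3 rose, and 17 adjusted over the list alone (median 1.67). Of 12 core genes 3 rose, and 9 over the list alone (median 1.81). Of 17 cholesterol synthesis genes 1 fell, and 15 adjusted over the list alone (median -0.57). Camera called these lists, and none held (adjusted p = 0.151, 0.151 and 0.157 with an estimated correlation). The test called 62 genes, 42 higher and 20 lower (67.7% higher, against 80.9% in limma and 79.0% with all 38 libraries), against 792 without the filter, 142 in DESeq2 and 334 with only the groups compared. The result rested on every library: without JNKi replicate 1, JNKi replicate 2, iCD1 replicate 1 and iCD1 replicate 2 there were 0, 0, 0 and 2 calls. All genes named here as called lost theirs in each fit. Nanog had adjusted p values of 0.128, 0.326, 0.316 and 0.0665 there and 0.0518 in limma (1.73e-32 to 0.326 over the alternatives).

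In JunKO kiEpiSC the same medium change called 6 genes. Cd55 (2.49 ± 0.32), Calca (2.39 ± 0.31) and Epha2 (1.34 ± 0.17) rose, and Nr2f2 (-1.44 ± 0.18) and Pdk3 (-0.94 ± 0.13) fell. Fyb, outside the rule for named genes and chosen after its values were seen, was higher, with a fitted value of 7.74 ± 0.98. No counting bound is given for Fyb, so the size of its change is uncertain. Nanog (0.99 ± 0.36), Zfp42 (0.69 ± 0.39), Pou5f1 (1.16 ± 0.48) and Jun (0.23 ± 0.44) did not pass the test (n = 2 and 2). Of 25 naive genes 0 rose, and 1 adjusted over the list alone (median 0.69). Of 27 primed genes 0 were called, and 14 rose and 2 fell adjusted over the list alone (median 1.00). Camera called these lists, and neither held (adjusted p = 0.470 and 0.221 with an estimated correlation). JunKO JNKi replicate 2 stood apart, with genes restricted to the primed state at 30.1% of their kEpiSC level, against 6.60% in replicate 1. There were 546 calls without JunKO JNKi replicate 1, 11 and 0 without JunKO iCD1 replicates 1 and 2. The 5 genes named by rule lost their calls in the last 2 of these fits, and Calca, Nr2f2 and Pdk3 were lost without JunKO JNKi replicate 2. DESeq2 called 92, limma 3 (100.0% higher against 66.7% here), only the groups compared 0, all 38 libraries 11, and the fit without the filter 717. The interaction, which asks whether JNKi acts differently without c-Jun, was called for 0 genes in edgeR (750 at an unadjusted p under 0.05), 1 in DESeq2 and 221 without the filter, and for 170 without JunKO JNKi replicate 1. The difference between the WT and JunKO responses of Nanog or Zfp42 therefore did not pass a test.

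**Figure D4:**
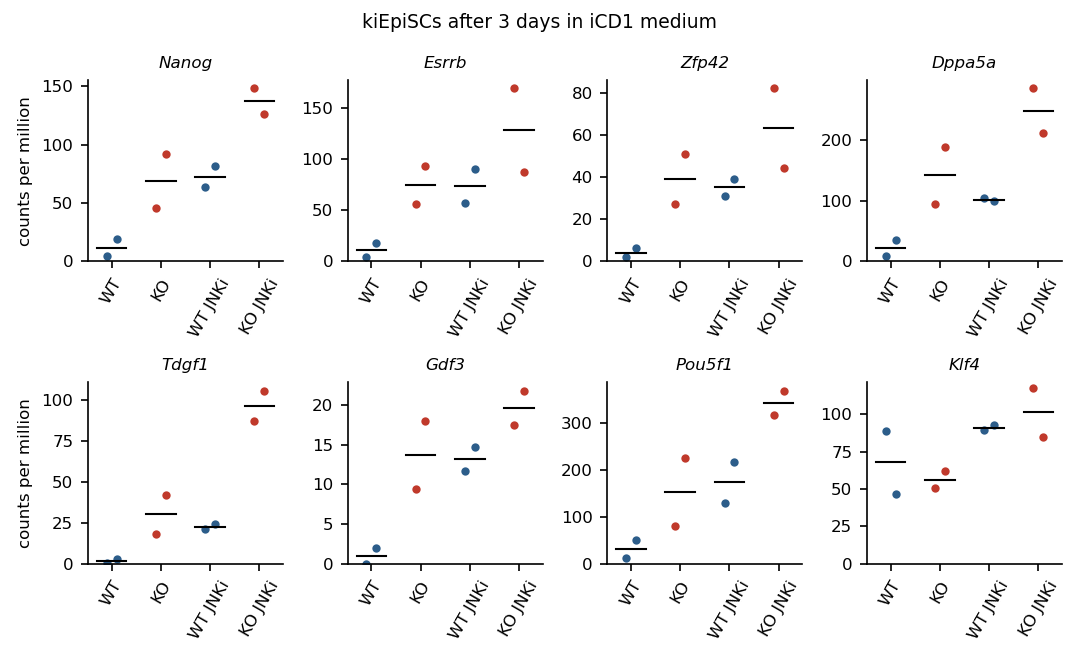
Expression in CPM of Nanog, Esrrb, Zfp42, Dppa5a, Tdgf1, Gdf3, Pou5f1 and Klf4 on day 3 in WT and JunKO kiEpiSC in iCD1 and in iCD1 with JNKi; points are libraries and bars group means (n = 2 each). Nanog averaged 11.8 CPM in WT iCD1, 68.7 in JunKO iCD1 and 71.8 in WT with JNKi.

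The last comparison set the 2 JunKO against the 2 WT primed libraries, before iCD1, with the cell line (iEpiSC or kiEpiSC) as a term. Jun was lower by a log2 fold change of -4.15 ± 0.34. The pluripotency genes Nanog (-0.38 ± 0.34), Pou5f1 (-0.12 ± 0.45), Esrrb (0.38 ± 0.86) and Klf4 (-0.47 ± 0.27) did not pass the test. Of 25 naive genes 0 were called, also adjusted over the list alone (median 0.23). Zeb1, a repressor of epithelial genes, stood at -2.29 ± 0.29 and the intermediate filament gene Vim at -1.25 ± 0.13, the 2 of 12 mesenchymal genes that fell (4 adjusted over the list alone, median -0.80). Ap1m2, which serves epithelial sorting, rose by 4.38 ± 0.46, 1 of 15 epithelial genes (5 adjusted over the list alone, median 0.78). Egln3 (-1.98 ± 0.33) and the glucose transporter gene Slc2a3 (-1.15 ± 0.15) were lower, as 2 of 18 glycolysis and hypoxia genes, with the same count adjusted over the list alone. Camera called the mesenchymal, epithelial, and glycolysis and hypoxia lists, and none held (adjusted p = 0.0619, 0.311 and 0.453 with an estimated correlation). Other called genes were the Y-linked Eif2s3y (2.62 ± 0.24), Nmral1 (1.75 ± 0.27), Mapk13 (1.68 ± 0.29), the imprinted noncoding RNA gene Rian (1.66 ± 0.24), Them4 (-2.00 ± 0.35), Tsnax (-1.98 ± 0.28) and Cdkn1c (at least 14.2-fold lower). The test called 44 genes, 27 higher and 17 lower (61.4% higher, against 76.7% of 90 in DESeq2 and 80.9% with all 38 libraries), and 389 without the filter. Most of the spread in this fit came from the day 3 groups. With any of the 4 primed libraries left out, the line term left 1 library per genotype. Those fits cannot show how far the result rests on each library, so the calls here could not be checked that way. Across 29267 genes, which are not independent replicates, log2(FPKM + 1) in JunKO iEpiSC correlated with the EpiSC mean at a Pearson r of 0.981 and in WT iEpiSC at 0.983, and EpiSC libraries correlated with each other at 0.962 to 0.986.

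The JNKi series and the JunKO cells share no library, so their effects on day 3 could be set side by side. Of the 206 genes called in JunKO cells 0 were called with JNKi, where edgeR called 0 in all, and 144 (69.9%) had the same sign. Across 13020 genes, which are not independent replicates, the fold changes correlated at a Pearson r of 0.171 and a Spearman rho of 0.073, and the JNKi effects in the 2 series at 0.217 and 0.098.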

Values the study reported

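The study gave R = 0.959 for EpiSC-like cells against EpiSCs and R = 0.947 for c-JunKO EpiSC-like cells against EpiSCs. It counted 3746 genes that went up through c-Jun deficiency in the PNT, of which 1688 had high expression in ESCs. Its supplement selected both sets by the direction of the fold change and names no test. These counts are therefore not comparable with the numbers of called genes given here. The share of GFP positive cells at day 3 was put at 2.7% without and 13.7% with the knockout.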

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

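Of the tests in this part, 2 were written after the result was seen: whether naive genes were already higher in JunKO cells before iCD1, and whether primed cells hold enough naive transcripts. The bar of the latter was also revised once with the values in view. The others were written before their values were computed. The patterns they explain, including the imprinted genes, were themselves picked after they were seen.

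Libraries far from the rest of their group were sought in the groups of 4 or 5 libraries, ESC and EpiSC, with Dixon's test. It gave 6 in 30 tests where chance gives 1.5, about 1 in 20. ESC replicate 5 had 8.955 M counts against 3.607 to 4.373, a difference of 176.32 bases between gene length and effective length against 73.48 to 73.49, and 26.02 CPM of Jun against 2.957 to 7.792. EpiSC replicate 1 had 0.22% of counts in Gm42418 against 0.05% to 0.07%, 7.052 CPM of Zfp42 against 0 in each of the others, and 75.69 CPM of Dppa5a against 0 to 0.365. Genes restricted to naive cells reached 5.12% of their kiPSC level in EpiSC replicate 1 and 1.01% to 1.36% in the others. EpiSC replicate 1 also had Y-linked reads (Eif2s3y 39.96, Ddx3y 35.26 and Uty 25.86 CPM, against at most 0.734, 2.57 and 0.730 in replicates 2 to 4) and 8.93 CPM of Xist against 1697 to 2103. By these genes the EpiSC group pools male-type and female-type libraries, so contrasts with EpiSC also compare sexes. ESC replicate 1 had 0, 0 and 0.226 CPM of the same Y-linked genes, against 42.2 to 81.8, 57.8 to 126.7 and 20.2 to 35.3 in replicates 2 to 5. No cause was tested for the other differences.

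The effect of JNKi differed between days 1 and 3 for 9 lists by camera at its fixed correlation. The medians of the difference were 0.66 for naive, 0.24 for core, 0.33 for the genes the study names, -0.36 for AP-1, -0.12 for AP-1 targets and immediate early genes, -0.56 for Nodal targets, 0.11 for G2/M, 0.16 for DNA replication and 0.38 for glycolysis and hypoxia. With an estimated correlation the lowest adjusted p was 0.542, so none held. The effect of JNKi also differed between JunKO and WT cells for 9 lists, with medians of -1.12 for naive, -0.99 for core, -0.14 for the genes the study names, 0.42 for AP-1, -0.57 for WNT targets, 0.17 for ATF4 targets, 0.23 for p53 targets, 0.30 for cholesterol synthesis and -0.34 for fibroblast genes. The lowest adjusted p with an estimated correlation was 0.787, and no single gene passed the interaction test in edgeR.

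Chromosome 8 genes were higher in the JunKO lines. A gain of the chromosome in the lines fits: the lowest median over the 3 comparisons was 0.52, near the log2 of 3 copies over the usual pair, and every JunKO library showed it. Bias from GC content or gene length did not account for it, as the lowest median against matched genes was 0.53. An action of c-Jun on a limited number of chromosome 8 genes did not either, since at least 89.7% of the genes lay above 0. DNA was not measured in the data used here, so a change in copy number remains an inference.

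Of 44 tested imprinted genes 8 were called in JunKO cells on day 3 in iCD1, 5 of them lower, against 206 of all 13152 genes. The group was picked after these calls were seen, so no test of its frequency is given, and held Grb10, Cdkn1c, H19, Phlda2, Igf2r, Igf2, Airn and Rian. A difference of the line that predates iCD1 fits by a bare margin, with a median of 1.27 in primed cells in the direction of day 3, or 0.508 of the size on day 3. In primed cells 7 of 8 had the same sign, but only Cdkn1c and Rian were called there. A shift of the culture towards naive cells cannot be told apart from it by the test used. All 8 genes were lower in kiPSC than on PNT day 3 (log2 fold changes of -1.42 to -8.39). The 62.5% that moved the same way are therefore the 5 that were lower in JunKO cells. H19, Airn and Rian, higher in JunKO cells, went the other way.

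Naive genes were higher on day 3 both in JunKO cells and in WT cells with JNKi. A larger share of cells in the naive state fits, as genes restricted to kiPSC had a median of at least 2.23 in both comparisons, though bulk RNA cannot separate this from a higher level in each cell. The test set beforehand, on genes restricted to kEpiSC, left residual primed cells open, with medians of 1.06 in WT with JNKi and 0.25 in JunKO cells. The added test argued against them: a mixture holds no more of the genes restricted to kiPSC than its parts. The parts, 4 primed and 2 WT iCD1 libraries of these lines, reached 3.10% of the kiPSC level (2.55% in the primed ones) against at least 5.88%. This ratio of 0.527 stays above 0.5, the bar first used. EpiSC replicate 1, not among the parts, reached 5.12%, and the other EpiSC libraries 1.01% to 1.36%. Set against that library the margin is small. Naive genes already higher before iCD1 did not account for it as a list, with a median of 0.23 over iEpiSC and kiEpiSC together. In kiEpiSC alone, with 1 library per genotype, Dppa5a stood at 22.22 CPM in JunKO against 0.65 in WT. Zfp42 stood at 3.32 against 0.32 CPM and Esrrb at 6.63 against 4.54. Nanog (205.6 against 262.4) and Klf4 (45.43 against 70.72) went the other way. For single genes an earlier difference stays open.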

How the results depend on the processing

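The settings named as added were chosen after seeing the data; the others were fixed before it. No alternative reversed a called result. The replicate block by number alone was not run for JNKi on day 3 or for primed JunKO, whose groups share fewer than 2 replicate numbers. An added block by day and number gave 0 genes for JNKi on day 3. Only the groups compared was not tried for primed JunKO. Of 459 results for single genes named in the text or allowed by the naming rule, libraries left out gave 1823 values with the same call, 313 weaker and 6 stronger; the other settings gave 3628, 187 and 75. ESC against EpiSC, PNT days 1 to 3 and kiPSC against kEpiSC stayed within 1.5 times their counts in every setting. Where counts moved, the cause was not tested, except that leaving out libraries, groups or a chromosome leaves fewer data by construction.

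Without a filter beyond 1 count, JNKi gave 54, 83 and 65 genes on days 1, 2 and 3, 40 for day 3 against day 1 and 174 averaged over 3 days (an added result, 0 in the main setting). JunKO gave 822 in iCD1, 1138 with JNKi and 389 in primed cells; JNKi gave 792 in WT and 717 in JunKO kiEpiSC, and the interaction 221. DESeq2 gave 599 for kEpiSC against EpiSC, 77 for kiPSC against ESC, 3 for JNKi on day 3, 1 for day 3 against day 1, 6 averaged, 191 for JunKO with JNKi, 142 and 92 for JNKi in WT and JunKO cells, 1 for the interaction and 90 for primed JunKO. Limma gave 2 for JNKi on day 2, 125 for JunKO in iCD1, 42 with JNKi and 3 for JNKi in JunKO cells. All 38 libraries in one fit gave 1094 for kEpiSC against EpiSC, 88 for kiPSC against ESC, 0 for JNKi on day 2, 79 for JunKO with JNKi and 11 for JNKi in JunKO cells. Only the groups compared gave 5 for kiPSC against ESC, 0 for JNKi on day 2, 105 for JunKO in iCD1, 0 with JNKi, 334 for JNKi in WT and 0 in JunKO cells. For kiPSC against ESC, ESC libraries without a strain label gave 5 and, added, ESC replicate 5 only 4. With chromosome 8 left out (added), JunKO gave 50 in iCD1, 31 with JNKi and 19 in primed cells. Of the tests of gene lists, 166 were called by camera at 0.01, 112 by fry and 9 with an estimated correlation.

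No single comparison had 3 or more pairs that all correlated above 0.1 (ESC and EpiSC: 0.027, -0.035, 0.081 and -0.069). Within a comparison, equal replicate numbers are therefore not shown to pair libraries. Over the JNKi series, equal numbers correlated at 0.251 on day 1, 0.351 and 0.229 on day 2 and 0.190 on day 3. All lay above 0.1, so pairing in that series stays open. There the replicate block gave 0 genes for JNKi averaged over 3 days. The replicate block gave 0 for JNKi on day 2 (0 also by day and number, added), 354 for JunKO in iCD1, 537 with JNKi, 263 and 173 for JNKi in WT and JunKO cells, and 1 for the interaction.

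With each library left out, counts ran from 37 to 333 for kEpiSC against EpiSC, 5 to 57 for kiPSC against ESC, 0 to 1 for JNKi on day 1, 0 to 0 on day 2, 0 to 3 on day 3 and 0 to 1 averaged. They ran from 5 to 174 for JunKO in iCD1, 0 to 911 with JNKi, 0 to 1 in primed cells, 0 to 2 for JNKi in WT, 0 to 546 in JunKO cells, 0 to 170 for the interaction and 0 to 1 for the overlap of JNKi and JunKO calls. ESC against EpiSC ran from 6198 to 7151, PNT days 1, 2 and 3 from 4733 to 5231, 5423 to 5945 and 5614 to 6104, and kiPSC against kEpiSC from 7240 to 8269. A group reduced to 1 library was assumed to vary like the other groups of its fit. In primed cells each of these fits set 1 JunKO against 1 WT library, so the counts there do not show which library mattered.

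Depth was not varied, so its share in these limits is unknown. Of genes simulated with a 2-fold change, 53.7% were called for JunKO in iCD1, at 2.883 to 3.537 M counts and 5 residual degrees of freedom, and 58.2% for ESC against EpiSC.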

Other observations

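Of the tests in this part, the one on JNKi averaged over 3 days was not planned: the average was added after the results for each day were seen, though its bar was set before the divisions were counted. The test that divides ESC and EpiSC libraries at random was set before its count was seen, and the remaining values were read after the comparisons were complete.

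Trim12a averaged 2.57 CPM in ESC and 0.621 in EpiSC, against 26.8 in kEpiSC and 21.1 in kiPSC. Xist reached a mean of 1442 CPM over EpiSC libraries and 8.93 in the lowest of them, EpiSC replicate 1. Kdm5d averaged 59.8 CPM in kEpiSC and 3.16 in kiPSC. These genes separate cell lines as well as states, and Xist and Kdm5d were read after their values were seen.

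Genes restricted to kiPSC reached 2.08% and 3.10% of their kiPSC level in the WT iCD1 libraries, 5.88% and 11.4% in JunKO iCD1, 6.84% and 9.01% in WT with JNKi, and 19.006% and 12.7% in JunKO with JNKi.

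The division of 9 libraries into ESC and EpiSC was compared with 100 divisions into groups of the same sizes, the real one included. The real one gave 7092 called genes in edgeR and was the 1 division with that many, and the highest other gave 4284, in a division that placed a single ESC library in the group of 5. For JNKi averaged over 3 days the real division gave 0 genes, so all 60 divisions within days had to give as many or more, and the highest other gave 41. This comparison could not come out otherwise and says nothing about chance.

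The correlation of JunKO iEpiSC with EpiSC was 0.981 here on log2(FPKM + 1) over 29267 genes. The 3746 genes higher on PNT day 3 are a count against kEpiSC, and an equal count quoted above for c-Jun deficiency belongs to a different comparison.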
